A study of Mus musculus with 12 samples. Its data were reported in "Class 3 PI3K coactivates the circadian clock to promote rhythmic de novo purine synthesis" (2023).

How the data were processed

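Chromatin immunoprecipitation followed by sequencing (ChIP–Seq) had been performed on mouse liver at zeitgeber time 6 (6 h after lights on). Per the labels, Bmal1 and acetylated histone H3 (H3K27ac) were precipitated from wild-type (WT) livers and from livers lacking Vps15 (Vps15LKO), and Vps15 was precipitated from WT livers. Lists of regions from 10 of the 12 samples were analysed, with 2 replicates in each of 5 groups. The 2 input samples were not used here.

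The study's methods state that reads were filtered, aligned to the mm10 build and called against input with MACS2, with broad calling for H3K27ac and Vps15. There is 1 list per library. Each line of a list gives a chromosome, a start, an end, a name and 1 decimal value. That value is called a score here: it is the authors' own value for a region, in the deposited form, and which peak-calling statistic it holds is not stated. The lists hold no fold, p value, q value, summit or read count. The shortest gap between neighbours equalled 4 times the shortest region plus 1 bp in all 10 lists, Bmal1 included. Broad calling joins neighbours up to such a distance, so the Bmal1 regions may be joined regions too, and their widths then differ from those of narrow peaks. The read depth of each library cannot be read from the lists, and the intervals given are 95% Wilson intervals that cover counting of regions, hexamers or genes only.

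The design, settled before the data were examined, ranked regions by p and used their summits. Neither could be read from the lists. Scores of neighbouring regions were similar, with rank correlations between neighbours of 0.0640 to 0.573. The score nevertheless had little relation to region width or TSSs: its Spearman correlation with width lay between −0.109 and 0.0207 over the 10 lists, and the 2% of regions with the highest scores lay within 3 kb of a transcription start site (TSS) in 5.38% to 7.04% of cases. Among the 2% widest regions that share was 33.1% to 43.6% for H3K27ac. It was only 7.09% to 13.7% for Bmal1, and 8.33% and 11.9% for Vps15. Over all regions of a list it was 5.99% to 7.72%. Regions were therefore ranked by width within their own list, ties going to the lower coordinate, and the midpoint stood in for the summit. This choice was made after the lists were seen. It rested partly on wide regions lying at TSSs, which held mainly for H3K27ac. The TSS results are not independent of this choice. Scores were used only to describe, rank or filter regions within a list, apart from the alternative with a score of at least 5. That alternative compares counts above a fixed score between genotypes, and so compares score levels between lists.

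Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random seed 15. Chromosomes 1 to 19 and X were used. TSSs were those of protein-coding genes in the GENCODE basic annotation of GRCm38 (mm10). The 5000 widest regions of each list were used, or the 20000 widest for genotype-specific regions. A region counted as lying at a TSS if it overlapped a window of 3 kb on either side, and as shared if it overlapped by 1 bp. Chance was taken from 20 circular shifts of the regions along each chromosome, leaving out the first 3 Mb. Gene panels were compared with 10000 random lists drawn from 18003 genes with an H3K27ac region at the promoter in both WT lists. E-boxes (CACGTG) were counted in 200 bp around the midpoint, minus windows 2 kb away.

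Measures were tested on simulated data before use. Planted values of 30% at TSSs, 40% shared regions, 600 genotype-specific regions and a 25-point E-box excess were recovered as 30.0%, 39.6%, 593 and 24.5. The sharing value had shifts subtracted, and the E-box value was rescaled for hits in the flanks, unlike the main values below. These simulated regions were all 2 kb long, with E-boxes at the midpoint and regions not planted at TSSs kept off them. How the measures act on wider regions was not tested.

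Groups were taken from the labels. WT and Vps15LKO lists were compared by an exact two-sided permutation test on the difference of means over 2 and 2 lists. The smallest p this test gives with 2 and 2 lists is 0.333, so no such comparison can pass 0.05, however large the difference. A total of 14 comparisons between genotypes were computed in this way, and the smallest Benjamini–Hochberg adjusted value over them was 0.933. The ranges of the genotypes were separate in 5 of the 14, and chance gives 33.3%. The sharing of regions between lists was tested separately, one-sided, over 3 splits of 4 lists.

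For 24 results, 122 alternatives and 82 fits that left out a replicate were computed. Alternatives on the number of regions taken, the TSS window, the overlap, the background of the shifts and hexamers, the motif window, the set of chromosomes and the pairing of replicates were fixed beforehand. Alternatives on width, joined neighbours, score, covered length, shortened regions, counted bases and subtracted shifts or random lists were added after seeing the data. Leaving out chromosome X for H3K27ac and taking all deposited regions for E-boxes were added then as well, as were random gene lists limited to the chromosomes present or matched on H3K27ac width and the region numbers under each of these settings without each list in turn. So were 7 of the 24 results, which measure how much of a promoter, of its E-boxes or of the TSS itself is covered by all regions of a list, and their alternatives and fits without a replicate.

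Genes were named by a rule fixed beforehand. It admits a panel of 19 clock genes, a panel of 12 purine synthesis genes, Pik3r4, Pik3c3, Alb and Ttr, and the genes nearest to at most 5 of the regions with the best summed rank in the lists of a group.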

Results

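Bmal1 is the transcription factor that drives the circadian clock together with Clock, and H3K27ac marks active promoters and enhancers. Vps15, encoded by Pik3r4, is the regulatory subunit of class 3 phosphoinositide 3-kinase. ChIP–Seq regions bound by Bmal1 or marked by H3K27ac were compared between WT and Vps15LKO mouse livers, and regions bound by Vps15 were examined in WT livers. Each of the 5 groups had 2 lists of regions, all from zeitgeber time 6. The lists hold regions and no reads, so the read depth of each library cannot be read from them.

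The targeted gene was examined first. Pik3r4 (ENSMUSG00000032571.14) lies on chromosome 9 at 105642978–105687657 (mm10). Its exon 2 (105644196–105644969) was covered by Bmal1 regions over 15.5% and 95.5% of its length in the WT lists and over 7.24% and 13.8% in the Vps15LKO lists. H3K27ac regions covered 12.5% and 16.2% of that exon in WT and 0% and 33.3% in Vps15LKO. The ranges of the genotypes were separate for Bmal1 and overlapped for H3K27ac, and chance alone separates 2 from 2 lists in 33.3% of cases. The study describes deletion of this exon, and these lists did not decide whether it is absent.

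The question of how much chromatin each antibody recovered in the absence of Vps15 was addressed by counting regions. The Bmal1 lists held 1110871 and 724812 regions in WT livers, and 2522363 and 1100032 in Vps15LKO livers. They covered 810, 609, 921 and 211 Mb, respectively. On the log2 scale the number was 19.78 ± 0.44 (SD, n = 2) in WT and 20.67 ± 0.85 (SD, n = 2) in Vps15LKO. The difference of 0.89 was larger than the pooled SD of 0.67, but the individual lists overlapped (exact two-sided permutation p = 0.667). The alternative that moved it most, counting only regions of at least 1000 bp, gave −3.56. That value rests on Vps15LKO replicate 2, which held 2687 such regions, and was −0.66 without it. The covered length fell by 0.67 on the log2 scale, and rose by 0.39 without that list.

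The H3K27ac lists held 417473 and 486274 regions in WT livers and 574194 and 764576 in Vps15LKO livers, covering 513, 564, 457 and 380 Mb. The second Vps15LKO list has no region on chromosome X. The log2 number was 18.78 ± 0.16 (SD, n = 2) in WT and 19.34 ± 0.29 (SD, n = 2) in Vps15LKO, a difference of 0.56 with separate ranges (exact two-sided permutation p = 0.333). Its direction changed to −0.46 for regions of at least 1000 bp, to −0.37 for covered length and to −5.52 for regions with a score of at least 5. The Vps15 lists held 2101597 and 617462 regions over 718 and 959 Mb, and the second has none on chromosomes 1, 13 and 15.

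The number of regions followed the shortest region that a list holds, which ranged from 48 to 186 bp. Over the 10 lists the log2 number fell with the log2 shortest width (Pearson r = −0.847, permutation p = 0.00182; Spearman rho = −0.857, permutation p = 0.00254). Without the 2 lists farthest from the median width, r was −0.816 (permutation p = 0.0151) over 8 lists. This was the only relation across lists that was computed. Within each of the 5 groups, the list with the shorter minimum held more regions. The shortest region measured 106 and 123 bp in the Bmal1 WT lists and 48 and 51 bp in the Bmal1 Vps15LKO lists. It measured 149 and 145 bp for H3K27ac in WT and 117 and 72 bp in Vps15LKO. Genotype and shortest width therefore could not be separated.

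**Figure D1:**
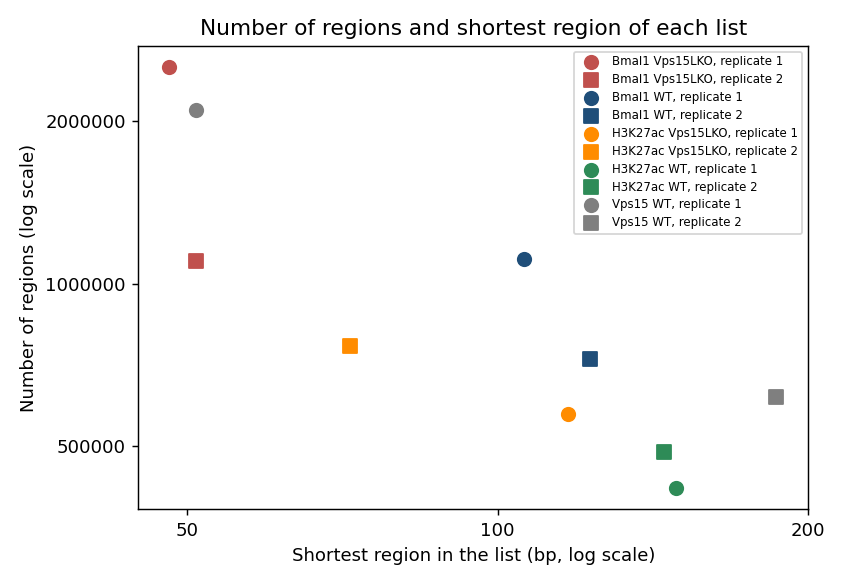
Number of regions (log axis) against the shortest region (bp, log axis) in each of the 10 lists, coloured by group. The number falls as the shortest region gets longer (r = −0.847).

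To ask whether Bmal1 and H3K27ac lay less often at TSSs without Vps15, the 5000 widest regions of each list were compared. For Bmal1, 10.9% ± 5.33 (SD, n = 2) of them lay within 3 kb of a TSS in WT and 9.51% ± 1.82 (SD, n = 2) in Vps15LKO. The difference of −1.34 percentage points was smaller than the spread between replicates (exact two-sided permutation p = 1), and it changed sign to 1.42 after subtracting circular shifts. The shares were 7.08% (Wilson interval 6.40 to 7.82) and 14.6% (13.7 to 15.6) in the WT lists, and 10.8% and 8.22% in the Vps15LKO lists. Relative to shifts they were 0.712-fold and 1.41-fold in WT and 1.36-fold and 1.21-fold in Vps15LKO.

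For H3K27ac, 46.9% ± 2.63 (SD, n = 2) of the 5000 widest regions lay at a TSS in WT and 39.6% ± 3.08 (SD, n = 2) in Vps15LKO, a difference of −7.32 percentage points with separate ranges (exact two-sided permutation p = 0.333). After subtracting shifts the difference was −1.21 and the ranges overlapped. Divided by shifts the shares were 2.82-fold and 2.81-fold in WT and 3.25-fold and 4.34-fold in Vps15LKO, separate in the opposite direction. It reversed to 5.64 when regions were shortened to 2 kb around their midpoint, and to 10.3 when bases were counted in place of regions. For Vps15, the TSS share was 10.1% and 13.0%, which was 1.26-fold and 0.965-fold of the shifted positions. The mean was 1.27-fold within 1 kb of a TSS, 1.24-fold with the 1000 widest regions and 0.896-fold ranked by score.

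The coverage of the TSS itself by all regions of a list was added after these values were seen. Bmal1 regions covered 40.4% and 44.0% of 21668 TSSs in WT, and 43.7% and 15.5% in Vps15LKO. Relative to flanks 3 to 5 kb away, this was 1.54-fold ± 0.266 (SD, n = 2) in WT and 1.61-fold ± 0.613 (SD, n = 2) in Vps15LKO (exact two-sided permutation p = 1). For H3K27ac it was 2.01-fold ± 0.0211 (SD, n = 2) in WT and 2.64-fold ± 0.0763 (SD, n = 2) in Vps15LKO (exact two-sided permutation p = 0.333). That difference of 0.63 nearly vanished, at 0.0180, relative to the covered share of the genome. The Vps15 lists gave 1.39-fold and 1.10-fold over flanks.

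**Figure D2:**
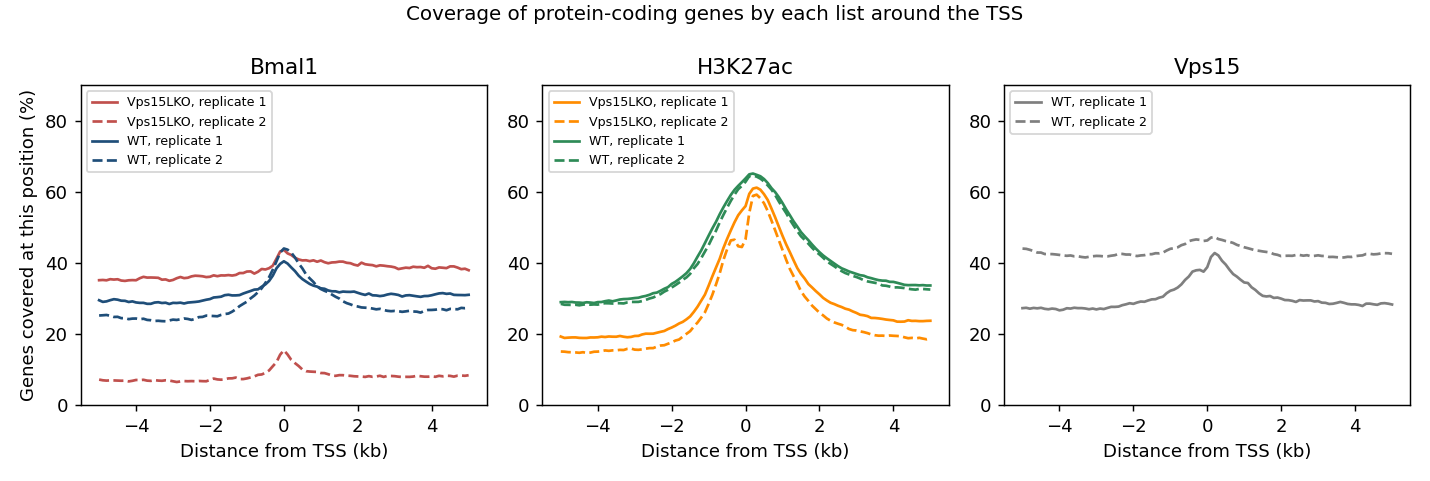
Percent of protein-coding TSSs covered (y axis) by distance from the TSS (x axis, kb) for Bmal1, H3K27ac and Vps15, 1 line per list. Coverage at the TSS over flanks ranged from 1.10-fold in a Vps15 list to 2.69-fold in an H3K27ac Vps15LKO list.

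Whether lists of a genotype resembled each other was asked by overlapping the 5000 widest regions. Bmal1 lists of the same genotype shared 8.16% of regions on average and lists of different genotypes 7.08%. H3K27ac lists shared 52.4% and 39.0%, respectively. The H3K27ac WT pair shared 66.1% and the Vps15LKO pair 38.8%, the latter inside the range of 36.2% to 42.4% between genotypes. Relative to circular shifts, the H3K27ac WT pair shared 11.9-fold and the Vps15LKO pair 17.3-fold, against 9.61-fold to 10.5-fold between genotypes. For Bmal1 the pairs shared 5.48-fold and 6.61-fold, inside the range of 2.86-fold to 8.33-fold between genotypes. For each antibody the split by genotype had the largest difference of the 3 possible splits (exact one-sided permutation p = 0.333, the smallest possible). The difference changed sign without Bmal1 WT replicate 1 (−3.45), without Bmal1 WT replicate 2 (−0.94) and without H3K27ac WT replicate 2 (−1.05).

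Gained and lost regions were counted in the union of the 20000 widest regions of each list. For Bmal1, 1256 regions occurred in both WT lists only and 835 in both Vps15LKO lists only, so that 60.1% (Wilson interval 58.0 to 62.1) were specific to WT. Splits that mixed the genotypes gave larger shares of 62.9% and 65.1%. For H3K27ac, 3691 regions were specific to WT and 1487 to Vps15LKO, or 71.3% (70.0 to 72.5), against 68.1% and 56.6% in mixed splits. The genotype split held 5178 specific H3K27ac regions in total and the mixed splits 1488 and 1308. The direction reversed with all deposited regions, to 11.7% for Bmal1 and 34.1% for H3K27ac. It also reversed at equal covered length per list, to 7.13% and 8.54%.

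Joint loss of Bmal1 and H3K27ac was measured as the share of WT-specific Bmal1 regions that overlap a WT-specific H3K27ac region. This held for 31 of 1256 regions, or 2.47% (Wilson interval 1.74 to 3.48), against 2.17% after circular shifts. The fold of 1.14 lay within the range of the shifts, 1.67% to 2.63%. It was 0.653 against shifts of 20 kb. With all deposited regions the share was 5.28%, above the range of 2.71% to 3.18% in shifts, and the fold was 1.79. Bmal1 regions specific to Vps15LKO gave 2.28%, or 1.40-fold and above their highest shift of 2.16%, and 0.738-fold with all deposited regions.

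Bmal1 at clock gene promoters was compared next. Among the 5000 widest Bmal1 regions, 0 and 5 of the 19 clock genes had a promoter region in WT, and 5 and 4 in Vps15LKO (difference 2, exact two-sided permutation p = 1). Ranking by score changed the sign to −0.5, as did leaving out WT replicate 1. Only 0.11% of random gene lists had as many genes as the clock panel in WT replicate 2. In Vps15LKO 0.06% and 0.08% had as many, so WT replicate 1, with 0 clock genes, differed from the other lists. For H3K27ac, 13 and 12 clock genes were found in WT and 8 and 6 in Vps15LKO (difference −5.5, exact two-sided permutation p = 0.333, separate ranges). The difference was 0 for regions shortened to 2 kb and 1.5 at equal covered length. Of the 12 purine genes, 0 and 1 were found in the Bmal1 WT lists and 0 in both Vps15LKO lists, a difference of −0.5 that became 0.5 with the 20000 widest regions.

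Promoter coverage, also added later, ranked the clock genes among all genes by the share of 1 kb on either side of the TSS covered by Bmal1 regions. Their median percentile was 85.2 and 90.9 in WT and 85.1 and 96.9 in Vps15LKO (exact two-sided permutation p = 1). At most 0.06% of random gene lists were as high in any of the 4 lists. The difference of 2.99 changed sign to −4.33 with 3 kb on either side. In the Vps15 lists the median percentile was 69.5 and 50.4, and 6.98% and 56.0% of random lists were as high. In the H3K27ac Vps15LKO lists it was 75.2 and 71.1, and 2.90% and 7.17% of random lists were as high. In the H3K27ac WT lists 16 and 17 of the 19 clock promoters were covered in full, so the measure was at its ceiling there. Purine genes had median percentiles of 42.6 and 82.0 in WT and 47.3 and 76.8 in Vps15LKO for Bmal1. Of random lists, 77.8% and 0.82% were as high in WT and 67.9% and 2.85% in Vps15LKO, so the replicates of each genotype differed.

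The 5 E-boxes within 3 kb of the Nr1d1 TSS (chromosome 11, gene at 98767932–98775333) lay in Bmal1 regions in all 4 lists. They comprise an upstream site at 98775695 and intronic sites at 98773038, 98773859, 98773874 and 98774154. The widest promoter region of Nr1d1 ranked 11555 and 1121 in the WT lists and 396 and 1729 in the Vps15LKO lists. Both intronic E-boxes of Dbp, at 45707712 and 45707825 on chromosome 7, also lay in Bmal1 regions in all 4 lists. The widest Dbp promoter regions ranked 6058 and 3053 in WT and 2592 and 7837 in Vps15LKO. Over the panel, 36 E-boxes lay within 3 kb of the TSS of 15 clock genes. Bmal1 regions covered 30 and 30 of them in WT and 30 and 28 in Vps15LKO, where the lists cover 35.8% and 8.22% of the genome. H3K27ac regions covered 32 and 32 in WT and 23 and 18 in Vps15LKO. Vps15 regions covered 14 of 36 in replicate 1 and 11 of 29 in replicate 2. These lists cover 27.9% and 44.3% of the chromosomes present in them. All Nr1d1 and Dbp E-boxes lay outside the regions of Vps15 replicate 1 and inside those of replicate 2. At Dbp, however, replicate 1 held a region of 5333 bp that began at 45707850, just past the second E-box. It ranked 26 by width, and the widest Dbp promoter region of replicate 2 ranked 71158. The widest Nr1d1 promoter regions ranked 56134 and 15882 in the Vps15 lists.

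**Figure D3:**
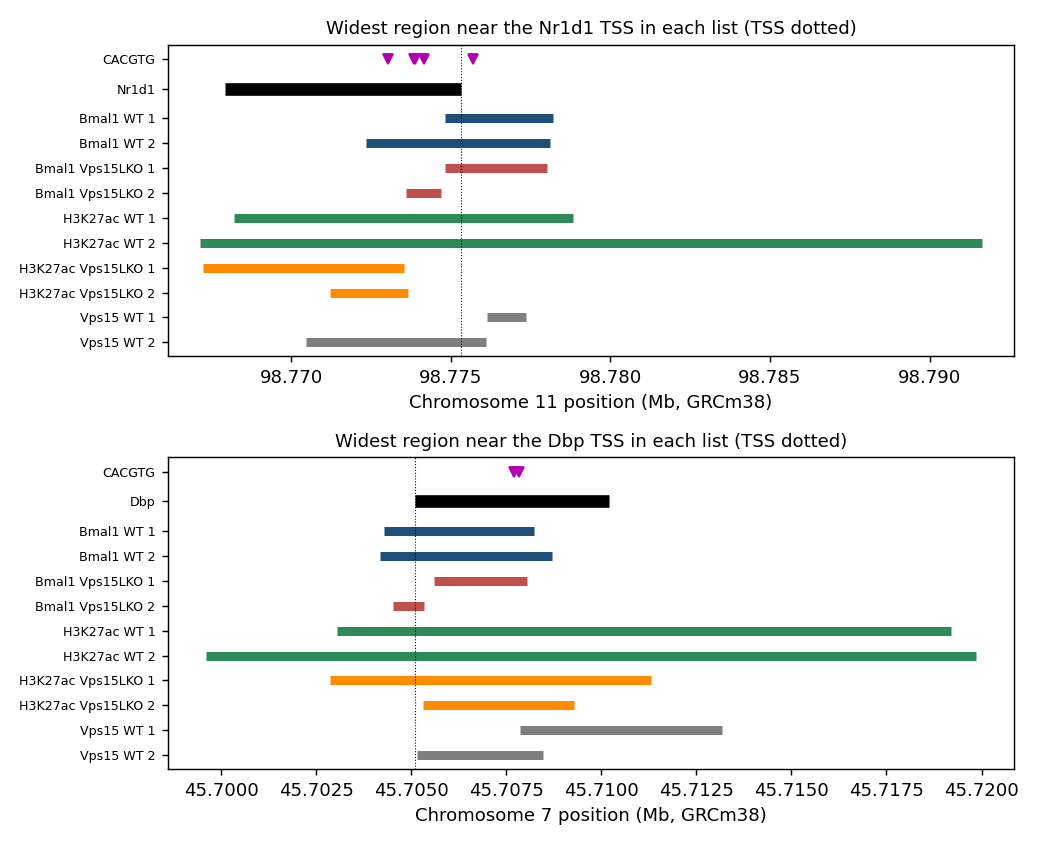
Widest region near the Nr1d1 and Dbp TSSs in each list (x axis, position in Mb; 1 bar per list; dotted line, TSS). All 4 Bmal1 lists have a region at both genes; triangles mark E-boxes, some of which lie in narrower regions that are not drawn.

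At Ppat (chromosome 5, 76913249–76951578), which encodes the enzyme that starts purine synthesis, 3 E-boxes lay within 3 kb of the TSS. All 3 were covered in both Bmal1 WT lists. The upstream site at 76951906 was covered in both Vps15LKO lists, and the sites at 76951099 and 76951365 in 1 of 2. The list that missed them was Vps15LKO replicate 2, which covers 8.22% of the genome. Over the purine panel, 21 E-boxes were counted, with sites near Ppat and Paics counted for both genes. Bmal1 regions covered 10 and 17 of them in WT and 15 and 6 in Vps15LKO.

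E-boxes were also counted at the midpoints of the 5000 widest regions. Their excess over windows 2 kb away was −0.2 and 0.5 percentage points in the Bmal1 WT lists and 0.06 and 0.76 in Vps15LKO, a difference of 0.26 that was smaller than the spread between replicates (exact two-sided permutation p = 0.667). It was −0.09 without WT replicate 1 or Vps15LKO replicate 2. The excess was 0.13 and 0.05 in the Vps15 lists. The narrowest of the 5000 regions measured 4095 and 4039 bp in the Bmal1 WT lists and 2222 and 887 bp in Vps15LKO. Windows 2 kb away were therefore centred inside the WT regions, and lay mostly outside those of Vps15LKO. They also lay inside the regions of Vps15 replicate 2, of at least 7468 bp. The genotypes thus had unlike controls, and an excess spread over wide regions could be missed. In a measure added later, E-boxes within 1 kb of a TSS were covered more often than control hexamers of the same composition (ACCGGT and AGCGCT) in all 4 Bmal1 lists. The ratio was 1.24 and 1.17 in WT and 1.16 and 1.77 in Vps15LKO (exact two-sided permutation p = 1). Without Vps15LKO replicate 2 the difference of 0.26 became −0.0484. The ratio was 0.894 and 0.985 for Vps15, and between 0.885 and 0.922 for H3K27ac.

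**Figure D4:**
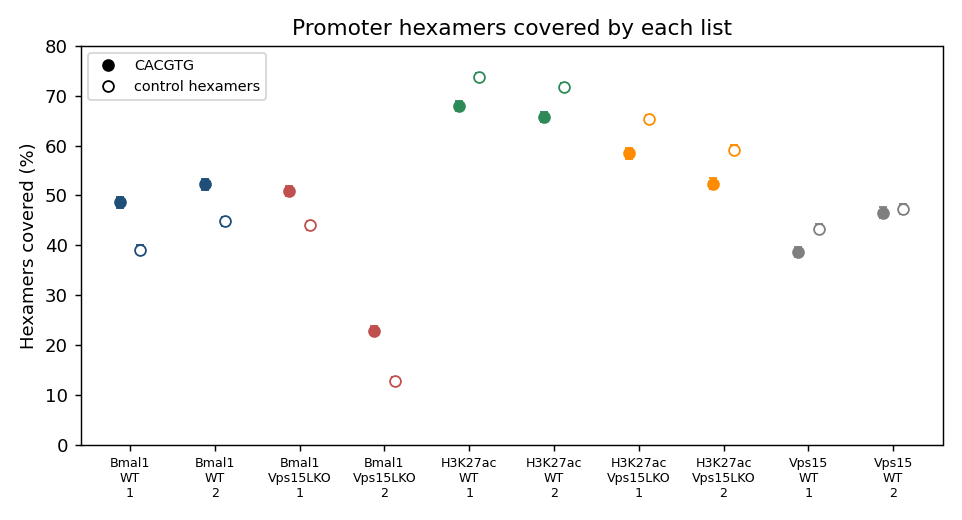
Percent of promoter E-boxes and of control hexamers covered by each list (y axis), with 95% Wilson intervals. E-boxes exceed the control in the 4 Bmal1 lists, by 1.16-fold to 1.77-fold, and not in the other lists.

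Finally, the overlap of Vps15 with Bmal1 was examined in WT livers. The 5000 widest Vps15 regions overlapped those of Bmal1 WT 4.49-fold and 1.82-fold over circular shifts for Vps15 replicate 1, and 1.29-fold and 1.87-fold for replicate 2. All 4 pairs exceeded the highest of the 20 shifts, and the mean was 2.36-fold. It was 1.58-fold without replicate 1 and 3.15-fold without replicate 2. Against Bmal1 Vps15LKO lists the folds were 0.782 and 0.971 for replicate 1 and 1.24 and 1.15 for replicate 2, of which only 1.24 exceeded its highest shift. Against H3K27ac the folds of replicate 1 were 1.57 and 1.62 in WT and 1.61 and 2.13 in Vps15LKO, all above the highest shift. Those of replicate 2 were 0.887 and 1.02 in WT and 0.799 and 0.923 in Vps15LKO. The 2 Vps15 lists overlapped each other 1.72-fold. The clock panel had 1 gene with a promoter region in each Vps15 list, as many as 41.2% and 50.7% of random lists had. Only 15 of the 19 clock genes lie on chromosomes present in replicate 2, and 46.9% of random lists of 15 genes from those chromosomes had as many. With the 20000 widest regions, 6 clock genes were found in replicate 1 and 2 in replicate 2, as many as 0.49% and 67.0% of random lists had.

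The widest regions shared by the lists of a group mostly lay over genes. In the Bmal1 WT lists they overlapped Tpr and Prg4, Ahctf1 and Rbm39, and in the Bmal1 Vps15LKO lists Tpr, Zfp207 and Fbxo3. In the Vps15 lists those ranked 1, 2 and 4 lay over Errfi1, Alas1 and Alb, and those ranked 3 and 5 overlapped no protein-coding gene. Alb (chromosome 5, 90460897–90476602) was covered over 94.5% and 94.9% of its length by Vps15, 93.7% and 94.5% by Bmal1 in WT, and 65.8% and 43.6% by Bmal1 in Vps15LKO.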

Values the study reported

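The study reported 7,256 H3K27Ac peaks with different enrichment in Vps15LKO livers, of which 7,228 were decreased. It reported that both Bmal1 and H3K27Ac were reduced in 54% (539 of 999) of peaks. For Vps15, it counted 371 genes that were bound at the promoter and had lower transcript levels and lower Bmal1 enrichment in Vps15LKO livers.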

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

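The tests of misplaced scores and of a locus with many reads were chosen only after the result was seen, whereas the test of scores placed by chance was written down before its value was known.

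The score, which no comparison in the report uses for its main value, held a signal of its own. Of the 400 highest-scored Bmal1 regions (100 from each of the 4 lists), 112 lay on chromosome 9, or 28.0% (Wilson interval 23.8 to 32.6), although that chromosome holds 4.93% of all Bmal1 regions. A further 87 lay on chromosome 1, 77 on chromosome 17 and 54 on chromosome 7. Chromosome 9 also held 72 and 69 of the 100 highest-scored regions in the Vps15 lists, where the median positions were 88.2 and 3.34 Mb. In single Bmal1 lists it held 15 to 37, and in the H3K27ac lists 2 to 4. The input samples were not used here, so no control level is given.

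A locus with unusually many reads in every library, its scores stored at its own regions, would stay in place. Within a list, the quartiles of the positions of the Bmal1 regions on chromosome 9 were at most 0.0262 Mb apart, but their medians differed by up to 6.60 Mb between the 4 lists. On chromosome 17 the values were 0.0183 and 2.24 Mb and on chromosome 7 they were 0.144 and 4.47 Mb, where 1 list had a single region. On chromosome 1 the quartiles were at most 0.0358 Mb apart in 3 lists, with medians of 104, 102 and 99.7 Mb. In WT replicate 1 they were 63.3 Mb apart, as the regions formed more than 1 group. Such a locus was therefore argued against. Placement of scores by chance was argued against: the 5000 highest-scored H3K27ac regions of the WT lists shared 1.12% of regions, 3.41-fold over circular shifts, compared with 66.1% among the 5000 widest. What stays open is that scores may be stored beside other regions than their own, displaced by a distance that differs between lists and between chromosomes, with or without such a locus behind them. This is a candidate explanation found and tested on the same data, and the 6.60 Mb between lists on chromosome 9 is a value it needs. A sorting order applied to part of a file would act in this way but was not tested. No biological explanation was tested, since the design names no group that would move a locus between replicates.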

How the results depend on the processing

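The alternatives on minimum width, joined neighbours, score, covered length, shortened regions, subtracted shifts or random lists, counted bases, chromosome X left out for H3K27ac, all deposited regions for E-boxes, number settings without a list and, for the results added later, the other window or background and the fits without a replicate were chosen only after the results were seen.

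Over 24 results, 122 alternatives were computed. Of these, 57 moved the value by at least the spread between replicates (or its binomial interval) and 65 did not. Of 82 fits without a replicate, 14 moved the value. For the number of clock genes in the Vps15 lists the spread was 0, so any change at all counted as moved there. The sign changed under at least 1 setting in 14 of 16 differences. No comparison between genotypes could pass its test at 2 lists per group, so stability of a call was not assessed. Alternatives by fold or by q value, fixed beforehand, were not run, because the lists hold neither. The cause of each change below was not tested, unless stated.

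The difference in Bmal1 region number (log2, 0.89) became −1.43 at 500 bp or more, −3.56 at 1000 bp or more, −0.15 with neighbours within 1 kb joined, −1.73 at a score of at least 5 and −0.67 for covered length. Without a list these ran from −3.21 to 0.35, −6.45 to −0.66, −0.53 to 0.23, −3.18 to −0.28 and −1.73 to 0.39, so 3 of the 5 changed sign. For H3K27ac (0.56) these were −0.0468, −0.46, 0.27, −5.52 and −0.37; without a list they ran from −0.17 to 0.0781, −0.77 to −0.14, 0.17 to 0.37, −6.60 to −4.44 and −0.50 to −0.23. Fits of the main value without a replicate ran from 0.29 to 1.49 for Bmal1 and from 0.35 to 0.76 for H3K27ac.

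The H3K27ac TSS difference (−7.32 points) was −0.0214 with all deposited regions, −12.6 with the 1000 widest, −3.93 with the 20000 widest, 0.49 ranked by score, −1.21 minus shifts, 5.64 with regions shortened to 2 kb and 10.3 for bases; without a replicate it ran from −9.5 to −5.14. The Bmal1 TSS difference changed sign minus shifts (1.42), with shortened regions (0.64), for bases (1.12) and without WT replicate 2 (2.43), within a range of −5.11 to 2.43. The Vps15 fold (1.11) was 1.27 within 1 kb of the TSS, 1.24 with the 1000 widest and 1.06 with the 20000 widest. It was 1.03 with all deposited regions, 0.896 ranked by score, and 0.965 to 1.26 without a replicate.

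Sharing differences ranged from −3.45 to 6.18 points for Bmal1 and from −1.05 to 29.4 for H3K27ac without a replicate. For H3K27ac, overlap of at least 50% of both regions gave 28.9.

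The share of genotype-specific regions in WT, Bmal1 then H3K27ac, was 11.7% and 34.1% with all deposited regions, 65.7% and 69.2% with the 5000 widest, 63.4% and 69.0% near TSSs, 94.1% and 87.2% at an overlap of 50%, 52.8% and 59.8% with shortened regions, and 7.13% and 8.54% at equal covered length. Equal covered length takes more regions from the Vps15LKO lists, which lowers this share by construction. Taking all deposited regions may lower it too, since the Vps15LKO lists together hold more regions. Without a replicate it ran from 8.18% to 94.6% and from 39.4% to 81.7%, since a single list then stands for its genotype and keeps more specific regions. The joint loss fold (1.14) was 1.79 with all deposited regions, 1.69 with the 5000 widest and 0.653 against shifts of 20 kb.

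The clock promoter difference for H3K27ac (−5.5 genes) was −2 with the 1000 widest and −6 with the 20000 widest. It was −6.5 within 1 kb either side of the TSS and −4.85 minus the mean of random gene lists. It was −0.5 ranked by score, 0 for shortened regions and 1.5 at equal covered length, and ran from −6.5 to −4.5 without a replicate. For Bmal1 it was 6.5 at equal covered length and −0.5 ranked by score, and ran from −0.5 to 4.5. The purine difference for Bmal1 (−0.5) was 0 with the 1000 widest, 0.5 with the 20000 widest, 0 within 1 kb either side of the TSS, 0 for shortened regions and 1 at equal covered length, and ran from −1 to 0. The number of clock genes in Vps15 lists (1) was 0.5 with the 1000 widest, 4 with the 20000 widest, 0 ranked by score, 0 within 1 kb either side of the TSS, 0 for shortened regions, 1.5 at equal covered length and 0.389 minus the mean of random gene lists; it was 1 without either replicate.

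The E-box excess in Vps15 regions (0.09 points) was −0.35 with the 1000 widest, 0.0263 with the 20000 widest and 0.05 to 0.13 without a replicate. Against same-composition hexamers ACCGGT and AGCGCT it was 1.28. That value shows no enrichment by itself, since CACGTG was the commoner hexamer in the flanks too. There CACGTG was found in 1.99% and 2.11% of windows, ACCGGT in 0.54% and 0.44%, and AGCGCT in 0.89% and 0.87%. For Bmal1 the difference, which rests on unlike controls in the 2 genotypes, ran from −0.09 to 0.61. The Vps15–Bmal1 overlap stayed above 1 in every alternative run, from 1.10-fold with all deposited regions to 3.14-fold ranked by score, and was 1.58-fold to 3.15-fold without a replicate.

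Among the results added later, the clock coverage difference for Bmal1 (2.99) became −4.33 within 3 kb and ran from −2.91 to 8.88 without a replicate. The H3K27ac promoter E-box difference (−0.0297) was −0.0619 within 3 kb and ran from −0.0341 to −0.0253. The H3K27ac TSS coverage difference over flanks (0.63) was 0.0180 over the genome share and ran from 0.576 to 0.684. Without a replicate the others ran from −19.9 to 19.4 for purine coverage, 50.4 to 69.5 for Vps15 clock coverage, −0.0484 to 0.569 for Bmal1 promoter E-boxes and −0.356 to 0.510 for Bmal1 TSS coverage.

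No pairing of livers by replicate number was seen in promoter coverage: same-numbered differences correlated at −0.0308 for Bmal1 and 0.0297 for H3K27ac. The study states that breeding aimed at litters with both genotypes. The labels do not give the litter of a liver, so pairing was not ruled out. The replicate block gave the same differences by construction (0.89, 0.56, −1.34, −7.32, 2 and 0.26).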

Other observations

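The tests of fragment length, of exchanged labels, of the H3K27ac TSS share against shifts, of agreement between the WT lists, of coverage by any antibody and of H3K27ac width at clock promoters were chosen only after the result was seen, and for 5 tests on covered length and shortened regions and for the test of coverage by any antibody the reading was changed after their values were known, as stated below.

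The share of WT-specific Bmal1 regions with joint H3K27ac loss was 2.47%, and 5.28% with all deposited regions. Both are lower than the value quoted from the study above. They are not the same quantity, since the study counted peaks with reduced enrichment and here presence in the lists was counted. The number of H3K27ac regions specific to WT was 3691 with the 20000 widest, 7516 when a list had to cover 50% of a region and 37881 with all deposited regions. It was 412 at equal covered length, 957 near TSSs, 1202 with the 5000 widest and 3814 with shortened regions. Of these numbers, 7516 and 37881 are higher than the value quoted from the study above and the others are lower. With all deposited regions 73313 regions were specific to Vps15LKO, so the direction there was opposite to that of the study. The Vps15LKO lists hold more and shorter regions, so that count can favour them. H3K27ac regions with a score of at least 5 went in the direction of the study. They numbered 12555 and 10258 in WT and 522 and 117 in Vps15LKO. Which statistic the score holds is not stated, and this count compares score levels between lists.

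Lists of an antibody differed widely in number of regions. In 5 of 5 groups the list with the shorter shortest region held more regions, which is consistent with a different fragment length used in peak calling. Because the shortest region was longer in WT than in Vps15LKO for both antibodies, a difference between genotypes in region number cannot be told apart from this setting. Read depth was not tested. The study's methods state that Vps15 was called without a fragment model (nomodel). The shortest regions of its 2 lists nevertheless measured 51 and 186 bp, so the cause stays open there. The methods also give unlike threshold options for the antibodies, and these were not tested.

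Genotype-specific H3K27ac regions were more often WT than Vps15LKO (71.3%). With regions shortened to 2 kb the share fell to 59.8%. Mixed splits gave 59.3% and 57.0% in that setting, and the shortened regions were still chosen by width, so whether wider regions in the WT lists are the whole cause cannot be told; by the rule written beforehand they would have been argued against. More bases covered by the WT lists went the way predicted of a cause, to 8.54% at equal covered length. That setting takes more regions from the Vps15LKO lists, so its direction is set by construction and it decides nothing; by the rule written beforehand it would have been read as a cause. Better agreement between the WT lists whatever the genotype also stays open: a mixed split reached 68.1%, but with 3 splits of 4 lists this cannot be told apart from genotype. An effect of Vps15 loss remains an untested open explanation.

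The lower H3K27ac TSS share in Vps15LKO may follow from wider regions in WT, because the difference shrank to −1.21 points after subtracting shifts and the ranges then overlapped. Divided by shifts, the share was 2.82-fold and 2.81-fold in WT and 3.25-fold and 4.34-fold in Vps15LKO, separate in the opposite direction. Counting bases gave 10.3 points in the opposite direction, as covered length as a cause would predict. Long regions reach past the TSS window by their length alone, so this value decides nothing either, although the rule written beforehand would have counted it as a cause.

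For the fewer clock promoters among the widest H3K27ac regions in Vps15LKO, the difference was 0 with regions shortened to 2 kb at their midpoint (wider regions in the WT lists) and 1.5 at equal covered length (more bases covered by the WT lists). Both went as predicted of a cause. Shortening moves long regions off the TSS, and equal length takes more regions from the Vps15LKO lists, so both act against WT by construction. These readings too were changed to undecided after the values were seen. Subtracting the mean of random gene lists, which allows for how many promoters each list reaches, left a difference of −4.85. Width, covered length and genotype cannot be told apart here.

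Clock promoters were covered in all 4 Bmal1 lists more than in nearly all random gene lists. GC content was argued against, since at most 0.09% of lists matched on promoter GC in 10 bins were as high. Long H3K27ac regions at these promoters as the whole cause were argued against too, since at most 0.08% of lists matched on the width of the widest H3K27ac WT region were as high. For coverage of active promoters by any antibody, the lists of other antibodies went both ways. In the Vps15 lists 6.98% and 56.0% of random lists were as high. For the 20000 widest regions, 0.49% had as many clock genes as replicate 1 and 67.0% as many as replicate 2. In the H3K27ac Vps15LKO lists 2.90% and 7.17% of random lists were as high. Of lists matched on H3K27ac width, 23.5% and 40.5% were as high for Vps15 and 45.7% and 69.6% for H3K27ac Vps15LKO. These matched values argue against such coverage as the whole cause. The clock gene count of Vps15 replicate 1 was not matched, so such coverage stays open as a part. The H3K27ac WT lists decide nothing, since 16 and 17 of the 19 clock promoters are covered in full there. The reading of coverage by any antibody was changed as well after the values were seen. By the rule written for it, the Vps15 lists would have argued against it. Bmal1 occupancy at these promoters in both genotypes stays open beside it. The lists cannot say how strong it is, and unequal occupancy was not tested.

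The regions ranked 11 and 40 by width in the Bmal1 WT lists, and 4 and 49 in the Vps15 lists, lay over Alb. A fixed list of 30 genes abundant in liver, Alb left out, was covered more than every one of 10000 random lists in the Bmal1 and Vps15 lists. The smaller ratio to the random median of the 2 lists was 1.84 for Bmal1 WT, 1.55 for Vps15 and 1.24 for Bmal1 Vps15LKO. The ratio was chosen as the measure after the percent of random lists, 0 in these 6 lists, had been seen. These values are consistent with over-recovery of highly transcribed genes, which may occur with any antibody. H3K27ac lists, where such coverage is also a property of the mark, gave ratios of 1.90 to 2.55. Binding of Bmal1 or Vps15 at these genes stays open.

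Vps15 replicate 1 and Bmal1 WT replicate 1 shared regions 4.49-fold over shifts. Clock promoter coverage argued against an exchange of the 2 labels. Only 0.05% of random lists reached that of the list labelled Bmal1 WT replicate 1, against 6.98% for Vps15 replicate 1. The promoter E-box ratio went the same way, with 1.24 against 0.894. Clock gene counts among the 20000 widest regions went the other way. They were 3 in Bmal1 WT replicate 1, as many as 15.4% of random lists had, and 6 in Vps15 replicate 1 (0.49%). An exchange was therefore not ruled out. Regions over protein-coding genes as the whole cause were argued against: Vps15 regions that touch no such gene kept 4.19-fold. Against H3K27ac WT lists Vps15 replicate 1 gave 1.57-fold and 1.62-fold, so part of the excess may not be specific to Bmal1. Shared input or mapping artefacts were not tested, and the input samples were not used here.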
